A study of Drosophila melanogaster with 6 samples. Its data were reported in "SUMOylation of Bonus, the Drosophila homolog of Transcription Intermediary Factor 1, safeguards germline identity by recruiting repressive chromatin complexes to silence tissue-specific genes" (2023).

How the data were processed

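Ovaries of young *Drosophila melanogaster* females were profiled by RNA sequencing in 2 groups of 3 libraries. In the Bon GLKD (germline knockdown) group, the *nos-Gal4* driver expressed a short hairpin RNA against *bon* in germ cells. The control group consisted, per the study's methods, of siblings of the same age that lacked the hairpin. Groups and replicate numbers were taken from the sample titles. Poly(A)-selected RNA was made into directional libraries. The authors pseudoaligned the reads with kallisto (its version is not given in the sources used here) to a transcript set and to RepBase transposon consensus sequences, 1 file per library and without pooling replicates.

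Each deposited file listed 31057 targets with a length, an effective length, an estimated count and a TPM value. The deposited estimated counts were kallisto's shares of reads per target and need not be whole; 72.4% of those above 0 over the 6 libraries were not whole (tolerance 1e-06). The deposited TPM values (transcript abundance per library) were counts divided by effective length and scaled to a fixed sum over all targets of the file, rRNA included. In the file of control replicate 1, effective length was by median the length less 199 for long targets, as a fixed fragment length would give. The effective lengths of that file were used for all libraries. The methods name RefSeq transcripts, whereas the targets carried FlyBase transcript identifiers. Of 30728 such transcripts, 30697 matched the Ensembl BDGP6.54 annotation (release 115, dm6 coordinates) and were summed to 13956 protein-coding genes. The 31 unmatched transcripts, holding between 0.0462% and 0.0519% of the counts of a library, were left out of the gene comparisons. All genes with a matched transcript were protein coding, so noncoding genes were not analysed here. The type of the unmatched transcripts is not known.

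The other targets were RepBase entries. The test had been planned with all of them taken as transposons. After the files were read, 10 rRNA targets and 27 satellites or other repeats were set apart, which left 292 transposon consensuses. Internal and terminal-repeat (LTR) parts of an element are separate consensuses. After such parts were merged there were 196 names.

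Total estimated counts per library ranged from 6594882 to 11008397. They were summed per gene and rounded to whole numbers. Genes and transposon consensuses entered 1 fit together if at least 3 of the 6 libraries had 5 or more counts, which kept 8754 genes and 134 consensuses. The filter is modelled on the default of sleuth, the program the study used, which was not installed. edgeR 4.0.16 was used in its place, with TMM scaling and the quasi-likelihood F test (limma 3.58.1, DESeq2 1.42.0, R 4.3.3). P-values were adjusted by the Benjamini-Hochberg method over all 8888 features. A feature was called at an adjusted p under 0.05 and counted as over 2-fold at a fitted log2 fold change beyond 1 in size. Fold changes are Bon GLKD over control. Standard errors were recovered as the absolute log2 fold change over the square root of F. The fit was tested on simulated data drawn for the Bon GLKD against control comparison, in 3 draws with 200 changed features each. Genes and transposon consensuses were simulated together, and 8546 of them were fitted in the first draw. The fit recovered 86% of changes of log2 size 1 and 97% of size 2, each with the right sign. Of the calls, 7.9% were false, above the nominal 5%. The changed features were drawn only from those with higher mean counts. These recovery rates therefore do not cover features with low counts, such as many of the genes named below.

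Gene lists were tested with camera (preset correlation 0.01) on voom log2 CPM, and with fry and camera with an estimated correlation beside it. Lists with at least 3 fitted genes entered, which gave 16 lists. They were written from general knowledge of tissue markers: muscle, hemocyte, neuron, gut, fat body, testis, early germline, late oogenesis germline, eggshell follicle, yolk protein, antimicrobial immunity, ecdysone response, repressor machinery, cell death and housekeeping genes, and the genes the study named. The last list was chosen by the study on these libraries. A few list symbols were matched to the annotation by synonym or alias after the files had been read. No fitted gene was shared between lists, except 1 gene of the repressor machinery list that the study named. Of the fitted genes, 21 of 23 in the muscle list, 11 of 18 in the hemocyte list, 9 of 15 in the antimicrobial immunity list, 8 of 13 in the fat body list and 0 of 7 in the gut list had a mean control TPM of 1 or more. A further list of 14 ovarian soma genes was written later, when the value of 1 member (*tj*) had been seen. Chromosome shares were compared by 2-sided Fisher exact tests, and Wilson intervals are given at 95%. Intervals and floors cover counting error only. A group with no counts was set to a floor of 3 counts per library, between 0.289 and 0.458 CPM, to give a lower bound of the fold.

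The features named in the text were set by a rule: *bon*; the genes the study named; the 8 highest and 8 lowest fitted changes among called genes with a mean TPM of 1 or more in a group and no overlap of the groups in TPM; the called transposon consensuses over 2-fold, at most 8 in each direction; and the 3 called members with the largest change from each list past an adjusted p of 0.05 by camera. Genes named outside the rule were chosen after their values were seen, as is said where they appear. The groups, the test, its filter, the gene lists other than ovarian soma, this rule and the alternatives of the next sentence were fixed before the data were examined.

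The fixed alternatives were DESeq2 size factors within edgeR, library totals only, the DESeq2 test, limma on log2(TPM + 1), edgeR's filterByExpr, no filter, effective length offsets, the ratio of mean TPM, transposons tested alone, the replicate number as a block, and leaving out each library in turn. Alternatives chosen after seeing the data were the summing of internal and LTR consensuses, the ratio of mean TPM without rRNA, leaving out each library with the features of the fit on 6 libraries kept, the median of the transposon consensuses under the settings above, and the medians of the gene lists without each library. Sequence-based checks such as GC content were not made, since no genome sequence was used here. Figures were drawn with matplotlib 3.10.9, and tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6.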

Results

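RNA-seq libraries were made from ovaries of flies in which the transcriptional corepressor Bonus was depleted in the germline (Bon GLKD, 3 libraries) and from sibling flies without the hairpin (control, 3 libraries). Bonus, encoded by *bon*, is the fly member of the TIF1 protein family. The *nos-Gal4* driver used here is active in germline stem cells. Control replicates 1, 2 and 3 held 8887433, 8164714 and 11008397 estimated counts, and Bon GLKD replicates 1, 2 and 3 held 8324010, 10417252 and 6594882. Transposon consensuses took between 0.269% and 0.599% of the counts. rRNA took 5.794% of the counts of control replicate 3 and between 0.403% and 0.636% of the other libraries. The top gene of every library, *eEF1alpha1*, held at most 1.34% of its counts. Replicates of a group differed by more than sampling noise, with chi-square values per degree of freedom between 7.55 and 28.64, so none was a repeat deposit of another. In a principal component analysis over 6945 genes, the first component took 61.7% of the variance and separated the groups, and the second took 18.1%.

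The first question was whether *bon* itself was depleted. *bon* (FBgn0023097) lies on chromosome arm 3R from 20593139 to 20612540 in BDGP6.54. It stood at 61.4, 44.2 and 65.3 TPM in the controls and at 8.02, 11.5 and 11.3 TPM in Bon GLKD. The means were 57.0 ± 11.2 and 10.3 ± 1.94 TPM (SD, n = 3 each), a 5.55-fold reduction of 82.0%. The fitted log2 fold change was -2.42 (SE 0.19, adjusted p 0.000399, edgeR). An exact 2-sided permutation test of log2 TPM gave 0.1, the smallest p that 3 against 3 libraries allow. The change lay between -2.54 and -2.24 when any 1 library was left out. RNA of the whole ovary was measured, germline and somatic cells together.

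The second question was which protein-coding genes changed. Of 8754 genes fitted, 900 (10.3%) were called. Of the called genes, 773 (85.9%) were higher and 127 were lower in Bon GLKD. A change of over 2-fold was found in 655 higher genes (72.8% of those called) and in 38 lower genes (4.2%). The median log2 fold change was 2.16 among the former, -1.72 among the latter and -0.01 over all genes fitted. The groups did not overlap in TPM in any of these 655 and 38 genes. Over all genes fitted they did not overlap in 2388 (27.3%), against 10% by chance. The alternative that moved the count of higher genes most was leaving out Bon GLKD replicate 3, which gave 363. Without Bon GLKD replicate 2 it was 370, and without control replicate 3 it was 368. The genes called in these fits numbered 452, 495 and 508, in the same order. Of these, 410, 433 and 442 were higher. The 127 genes called lower became 69, 62 and 42 without Bon GLKD replicates 1, 2 and 3, and 71, 105 and 66 without control replicates 1, 2 and 3. The count of lower genes was 21 without Bon GLKD replicate 3, 25 without Bon GLKD replicate 2, and 24, 24 and 23 without control replicates 1, 2 and 3. The filter was part of this, since 84 of the 655 genes were not tested when any Bon GLKD library was left out, and 7 of the 38 when any control was. With the features of the fit on 6 libraries kept, the higher genes without Bon GLKD replicate 3, Bon GLKD replicate 2 and control replicate 3 numbered 415, 417 and 366. Of the 655 higher and 38 lower genes, 291 and 12 were called over 2-fold without each library in turn under the filter, and 320 and 17 with the features kept.

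**Figure D1:**
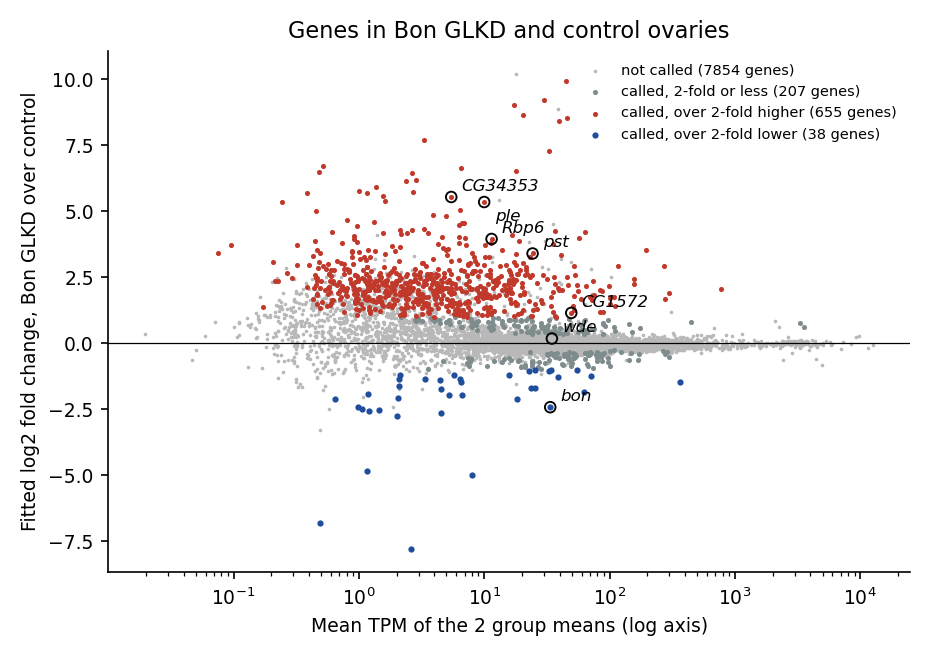
Fitted log2 fold change (Bon GLKD over control) of each gene against the mean TPM of the 2 group means, on a log axis. Each point is 1 of 8754 genes, coloured by call, with *bon* and 6 of the genes named by the study circled; 655 genes lie over 2-fold higher and 38 over 2-fold lower.

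The control levels of the higher genes were low. A mean control TPM under 1 was found for 313 of the 655 genes, or 47.8% (Wilson interval 44.0% to 51.6%), against 914 of all 8754 genes fitted (10.4%). The filter admits genes low in the controls mainly when they are higher in Bon GLKD, and selection for an increase favours low control values. The difference between these shares is therefore in part set by the selection, and no comparison matched on level was made. Their median rose from 1.15 TPM in the controls to 5.7 TPM in Bon GLKD. The 38 lower genes had medians of 8.32 and 2.3 TPM. A count of exactly 0 in all 3 controls with 5 or more counts in each Bon GLKD library was found for 8 genes. Among them, *betaTry* (chosen after its values were seen) was not called (adjusted p 0.0921, edgeR). In the other direction, 2 genes had 0 in all Bon GLKD libraries and 5 or more in each control. These were *gdl-ORF39* and *CG9988* (at least 4.3-fold lower, chosen after its values were seen). With a minimum of 10 counts, 1 gene (*CG14147*) was at 0 in the controls by this criterion. With 1 library left out the 8 became 15, 17 and 15 without control replicates 1, 2 and 3 and 17 without Bon GLKD replicate 2.

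The study named 8 genes besides *bon*, and 7 of them were called higher here. Adjusted over the list alone the number was also 7, which is not independent evidence, because the study chose the list on these libraries. *pst* (3L, 7357275 to 7360263) rose from 4.12 ± 0.957 to 44.5 ± 4.46 TPM (SD, n = 3), a log2 fold change of 3.40 (SE 0.18, adjusted p 8.89e-05, edgeR). *Rbp6* (3L, 17058774 to 17238212) rose from 1.17 ± 0.386 to 21.7 ± 4.45 TPM, a log2 fold change of 3.95 (SE 0.22, adjusted p 9.61e-05). *ple* (3L, 6713356 to 6719525) rose from 0.472 ± 0.405 to 19.5 ± 2.0 TPM, and *CG34353* (3R, 27767966 to 27905843) from 0.192 ± 0.269 to 10.7 ± 2.88 TPM. The log2 fold changes of *ple* and *CG34353* were 5.35 (SE 0.46) and 5.54 (SE 0.68). They were 4.83 and 4.98 without control replicate 1, and 6.11 and 7.91 without control replicate 2. *CG34353* rested on 16 counts over the controls. The span of *CG34353* overlaps that of *CG12426* on the same strand, so its reads may be less certain. Whether exons overlap was not checked, here or for the other overlaps named below. *CG1572* (X, 11555050 to 11558654) rose from 30.6 ± 3.71 to 68.3 ± 0.569 TPM, a 2.23-fold change. *CG3191* (X, 2250145 to 2251993) and *Spn88Eb* (3R, 15206703 to 15208762) had log2 fold changes of 2.38 (SE 0.40) and 2.87 (SE 0.65). *Spn88Eb* rested on 7 counts over the controls and 51 over Bon GLKD. Its call was lost without Bon GLKD replicate 1 or 2 or control replicate 1 or 3, with adjusted p up to 0.0927. *wde* (2R, 10800420 to 10808938) did not differ by more than the replicate spread, at 32.2 ± 5.35 and 37.2 ± 7.29 TPM (log2 0.18, SE 0.13, adjusted p 0.483).

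**Figure D2:**
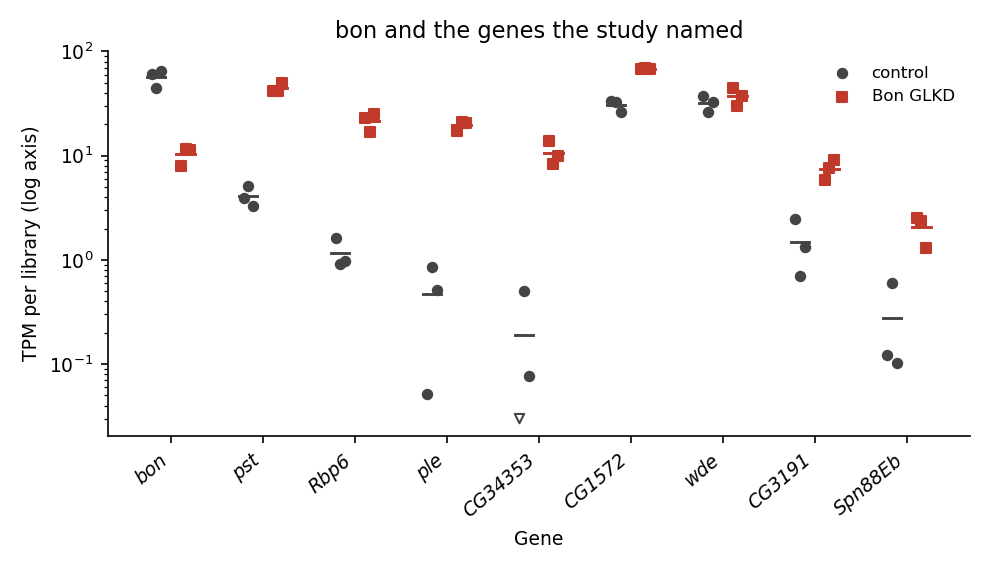
TPM per library, on a log axis, of *bon* and the 8 genes named by the study, for control (circles) and Bon GLKD (squares), with lines at the group means (n = 3). An open triangle marks a library at 0 TPM, drawn at the foot of the axis; *bon* falls from a mean of 57.0 to 10.3 TPM and *wde* overlaps between groups.

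Among the genes with the 8 largest increases, 7 had between 1 and 3 counts over all controls, so their folds are imprecise. *CG12374* had 2 counts over the controls and 1746 over Bon GLKD, a ratio of 946 with a counting interval of 262 to 7820. *Jon99Cii* had 1 and 615 counts, a ratio of 667 (119 to 26400). The others of this kind were *alphaTry*, *Bace* (whose span overlaps that of *Dh31*), *Jon65Aiii*, *yip7* and *LysD*. Bon GLKD replicate 3 held most of their signal. *alphaTry* stood at 23.2, 3.19 and 250 TPM in Bon GLKD replicates 1, 2 and 3. None of the 7 was tested without a Bon GLKD library under the filter. All 7 lost their call when any 1 control library was left out, with adjusted p between 0.0733 and 0.158 in these fits. Without Bon GLKD replicate 3, with the features of the fit on 6 libraries kept, *CG12374* fell to a log2 fold change of 6.85 (adjusted p 0.018) and *LysD* to 4.31 (adjusted p 0.0464), and *yip7* lost its call (adjusted p 0.0509). With limma on log2(TPM + 1), *CG12374*, *Bace*, *Jon65Aiii*, *alphaTry* and *yip7* were not called, with adjusted p from 0.0519 to 0.0927. With DESeq2 size factors, *yip7* (0.0529) and *LysD* (0.0507) were not called. *yip7* was not called with filterByExpr either. Several of these genes have close paralogs, between which reads can be shared. *CG14147* had no counts in the controls and 79 in Bon GLKD, which made it at least 8.68-fold higher.

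Among the 8 largest decreases, *gdl-ORF39* had 82 counts in the controls and none in Bon GLKD, at least 8.57-fold lower. Its span overlaps those of *gdl* and *Z600* on the same strand, so its reads may be uncertain. *e* (3R, 21229839 to 21237177) fell from 2.22 ± 0.443 to 0.0911 ± 0.158 TPM (log2 -4.83, SE 0.81, adjusted p 0.00922). It had 142 counts over the controls and 4 over Bon GLKD, where only replicate 3 was above 0 TPM. The log2 fold change of *e* was -8.55 without Bon GLKD replicate 3 and -4.12 without Bon GLKD replicate 2. *Reck*, *CG42598*, *Scp1*, *CG12520* and *CG5111* had log2 fold changes between -2.74 and -2.47. *gdl-ORF39*, *e*, *Scp1*, *CG12520* and *CG5111* were not tested under the filter without a control library. *CG12520* lost its call without Bon GLKD replicate 1 or 2, with adjusted p up to 0.0709. With the features of the fit on 6 libraries kept, *CG12520* also lost its call without control replicate 3. *His1:CG33834* is a copy of the repeated histone gene cluster. Its change (log2 -4.98, SE 1.24) is uncertain for that reason and lost its call without any 1 library other than control replicate 2 (adjusted p up to 0.142) and in DESeq2 (0.129).

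The study described activation of genes of other tissues, and lists of marker genes addressed this. Its own evidence included gene ontology terms, published tissue expression, RT-qPCR and in situ hybridization, which were not examined here. With another germline driver, *MT-Gal4*, it located *Rbp6*, *CG34353* and *pst* transcripts in germ cells and *ple* transcripts in follicle cells. It chose young siblings of the same age to keep ovary size and cell makeup alike between groups. By camera, 6 of the 15 lists fixed without the study's choice differed, all upward, though for gut the filter set the direction. The muscle list had a median log2 fold change of 1.80 over 23 genes, 20 of them called higher (adjusted p 1.53e-21). The hemocyte list (hemocytes are insect blood cells) had a median of 2.24 over 18 genes, 11 called (adjusted p 1.32e-08). The antimicrobial immunity list had a median of 2.24 over 15 genes, 6 called (adjusted p 8.57e-06). Of these genes, 9, 6 and 6 were fitted without Bon GLKD replicates 1, 2 and 3. The others needed the left-out library to pass the filter, so the filter in part set this median and p. The list stayed called in these fits, with adjusted p up to 0.00937 by camera. The fat body list had a median of 1.83 over 13 genes, 6 called (adjusted p 0.000228). The yolk protein list had a median of 0.76 over 3 genes (adjusted p 0.0113). The gut list had a median of 8.66 over 7 of its 28 genes, or 8.53 with the gene at 0 in the controls set to its bound (adjusted p 0.0325). No gut gene was fitted with any Bon GLKD library left out. The 7 therefore entered only through 5 or more counts in all 3 Bon GLKD libraries. That fixed an upward direction for them, so this test cannot decide whether gut genes as a class rose. Single libraries moved some of the list medians. Without Bon GLKD replicate 3 the antimicrobial immunity median was 1.13 over the 6 genes then fitted and 2.22 with the features of the fit on 6 libraries kept. Without control replicate 2 it was 3.23 over 12 genes, and the fat body median was 3.22. The gut median was 5.58 without Bon GLKD replicate 3 with the features kept. The gut list was no longer called without control replicate 2 (0.0645) or control replicate 3 (0.0606), and with a Bon GLKD library left out it held too few fitted genes for a test. With an estimated correlation, muscle and hemocyte stayed under 0.05 (adjusted p 0.0437 each), and antimicrobial immunity stood at 0.06, fat body at 0.319, yolk protein at 0.425 and gut at 0.539. By fry, muscle, hemocyte and antimicrobial immunity were called, and fat body (0.0745), yolk protein (0.0778) and gut (0.324) were not. The list of genes the study named, *bon* included, had a median of 2.87 (adjusted p 1.11e-05 by camera) and was called by the 3 tests, which is not independent evidence.

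The muscle genes *Mhc*, *TpnC73F* and *Obsc* had log2 fold changes of 2.25 (SE 0.17), 2.20 (SE 0.22) and 2.29 (SE 0.32). *Mhc* rose from 12.7 ± 3.03 to 61.1 TPM on average. The hemocyte genes *Pxn*, *Hml* and *eater* had values of 2.91 (SE 0.15), 3.49 (SE 0.29) and 3.00 (SE 0.53). All 6 kept their calls without each library. In the fat body list, *Lsp1alpha* rose 24.4-fold in mean TPM, on 5 counts over the controls and 118 over Bon GLKD. *Fbp2* and *Fbp1* had log2 fold changes of 4.56 (SE 0.96) and 4.18 (SE 0.84). *Fbp2* overlaps *CG42847*. *Fbp1* and *Fbp2* lost their calls without Bon GLKD replicate 2, Bon GLKD replicate 3 or control replicate 3 (adjusted p up to 0.0739 and 0.084). *Lsp1alpha* lost its call without control replicate 3 (0.0515) and was not tested without a Bon GLKD library under the filter. *BomS1*, *AttB* and *Def*, of the antimicrobial immunity list, had 3 counts each over the controls, with ratios of 14.8 (4.73 to 74.8), 14.1 (4.48 to 71.3) and 13.4 (4.23 to 67.8). *BomS1* and *AttB* lost their calls without control replicate 1 or 3 (adjusted p up to 0.125 and 0.0873), and *Def* without control replicate 2 or 3 (up to 0.0786). None of the 3 was tested without a Bon GLKD library under the filter. With those features kept, *BomS1* lost its call without any Bon GLKD library, and *AttB* and *Def* without replicate 2 or 3. *Yp1* and *Yp2* rose 1.72-fold and 1.57-fold in mean TPM. *Yp2* lost its call without any 1 library (adjusted p up to 0.142), with DESeq2 size factors (0.0513) and with no filter (0.059). *Yp1* lost it without any 1 Bon GLKD library or control replicate 3 (up to 0.108).

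The other 9 lists were not called by camera. Their median log2 fold changes were 0.43 for neuron (10 genes fitted), 0.19 for eggshell follicle, 0.10 for ecdysone response, 0.0 for cell death, -0.01 for housekeeping, -0.04 for repressor machinery, -0.05 for testis (6 genes), -0.06 for late oogenesis germline and -0.09 for early germline. The median of the early germline list was below 0 while its mean was 0.02. Leaving out 1 library brought the ecdysone response list to an adjusted p of 0.0467 (without control replicate 3) and the late oogenesis germline list to 0.0459 (without control replicate 2). The eggshell follicle list turned downward at 0.0112 without control replicate 1. Called members, which fall outside the naming rule and were chosen after their values were seen, were *Vmat* (1.61) of the neuron list, *Hr3* (0.79), *Hr4* (1.10) and *Ldh* (1.54) of the ecdysone response list, *egr* (1.13), *p53* (0.46) and *Corp* (-0.40) of the cell death list, and *bgcn* (1.85), *bam* (0.38) and *aub* (-0.34) of the early germline list.

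**Figure D3:**
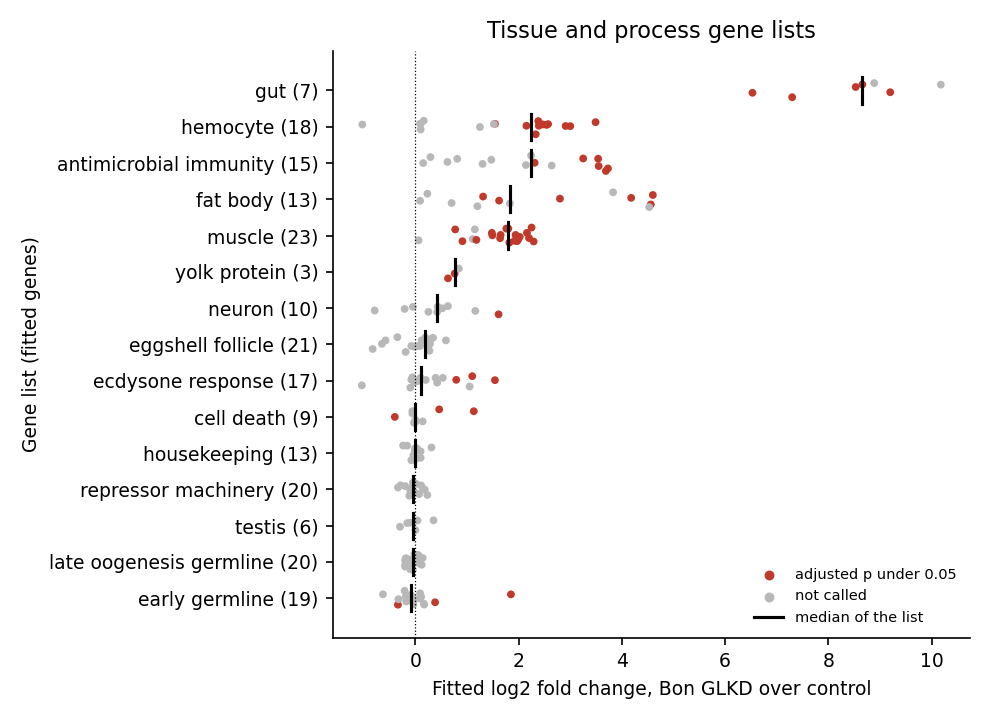
Fitted log2 fold change (Bon GLKD over control) of each fitted gene in the 15 lists, with the number of genes fitted in brackets. Points called at an adjusted p under 0.05 are coloured and bars mark list medians, from 8.66 for gut to -0.09 for early germline.

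The study also asked whether transposons changed. Of 134 consensuses fitted, 13 were called, and 6 rose and 2 fell over 2-fold. Both counts were the same when adjusted over the list alone. The internal part of TIRANT rose from 4.44 ± 2.28 to 175 ± 19.6 TPM (SD, n = 3), a 39.5-fold change in mean TPM (log2 5.26, SE 0.38, adjusted p 0.000323, edgeR). It held 714 counts over the controls and 25340 over Bon GLKD. The LTR of TIRANT rose 19.4-fold, from 7.29 ± 2.7 to 142 ± 17.8 TPM. HMSBEAGLE_I rose 6.61-fold, from 4.39 ± 0.142 to 29.1 ± 5.57 TPM. BLASTOPIA_I, DM297_I and DM412_I rose 2.42-fold, 2.41-fold and 2.11-fold. These 6 kept their calls when any 1 library was left out. With transposons tested alone, DM412_I and BLASTOPIA_I were no longer called (adjusted p 0.0766 and 0.0824). TART-A and HETA fell by 1.17 and 1.16 on the log2 scale. The third consensus called lower, Gypsy1-I_DM (-0.91), was chosen after its values were seen. HETA lost its call without any 1 library other than control replicate 1 (adjusted p up to 0.0774). The count of 2 lower consensuses was 3 without control replicate 1 and 1 without any other single library. Neither TART-A nor HETA was called with transposons tested alone (adjusted p 0.0808 each). Over all consensuses, 86 of 134 (64.2%) had a fitted change below 0, and the median was -0.23. This direction rested on control replicate 2. Without that library 58 of 124 consensuses had a change below 0 and the median was 0.04. In control replicate 2, 16 consensuses had over 3 times the TPM of both other controls, against 0 in control replicates 1 and 3.

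**Figure D4:**
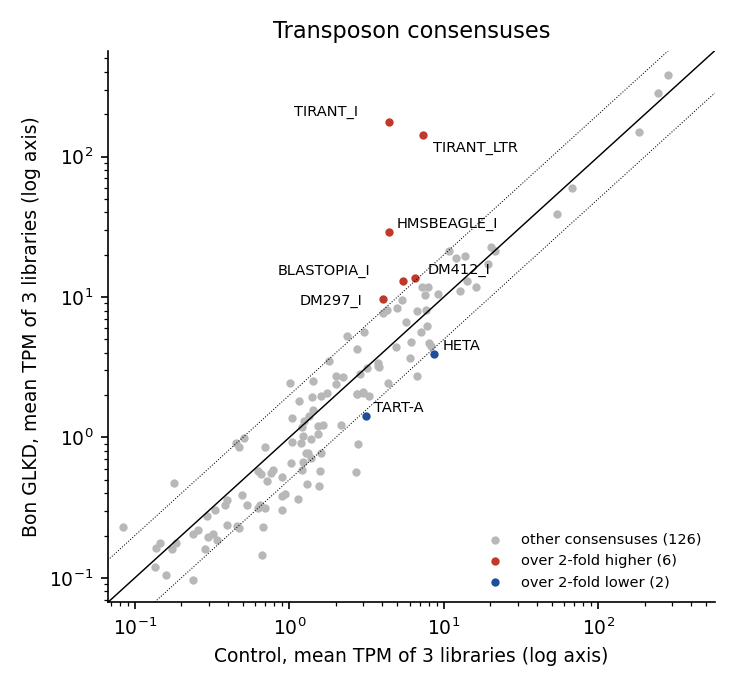
Mean TPM of each of 134 transposon consensuses in control and Bon GLKD (3 libraries each), both on log axes. The solid line marks equal values and the dotted lines 2-fold differences; TIRANT_I lies at 4.44 and 175 TPM.

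The study's methods place the hairpin in the attP2 landing site and name no chromosome. That this site lies on chromosome 3 is general knowledge of fly stocks, and the controls lacked the hairpin, so the share of called genes on chromosome 3 was compared. Of the 127 genes called lower, 75 (59.1%, Wilson interval 50.4% to 67.2%) lay on chromosome 3, against 3341 of 7854 genes not called (42.5%). The odds ratio was 1.95 (2-sided Fisher exact test, p 0.000268, adjusted p 0.00134 over 5 such comparisons). Leaving out 1 library changed the number of lower genes to between 42 (without Bon GLKD replicate 3) and 105 (without control replicate 2), with shares from 57.1% to 69.4%. Of the 38 genes lower over 2-fold, 24 (63.2%, Wilson interval 47.3% to 76.6%) lay there (odds ratio 2.32, p 0.013, adjusted p 0.0217). Of the 773 genes called higher, 353 (45.7%) lay there (p 0.0939, adjusted p 0.117). Of the 655 genes higher over 2-fold, 289 (44.1%) did (p 0.435). Genes are not independent replicates in these tests.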

Values the study reported

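The study reported 694 differentially expressed genes after early Bon GLKD with the *nos-Gal4* driver. Of these, it counted 464 that rose and 28 that fell more than 2-fold. It gave a reduction of *bon* of about 7-fold. It counted 6 of 207 transposon families as raised more than 2-fold, and stated that none rose more than 6-fold. It described *CG1572* as activated 2-fold.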

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

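The test in this part was chosen only after the result was seen. A single transcript that matched no gene of the annotation, and so was outside the comparisons above, was higher in Bon GLKD. FBtr0076749 had 3, 6 and 8 estimated counts in control replicates 1, 2 and 3 and 20, 31 and 25 in Bon GLKD replicates 1, 2 and 3. Fitted with all features but rRNA, its log2 fold change was 2.29 (SE 0.41, adjusted p 0.0115, edgeR), and every Bon GLKD library lay above every control. It was 1 of 16 features outside the comparisons that passed the filter. Reads shared with other transcripts would give counts that are not whole, but the counts were whole (within 0.001) in 6 of the 6 libraries, which argues against sharing. The identity of the transcript stays open, as do a change in cell makeup and an effect of the knockdown, neither of which was tested for it.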

How the results depend on the processing

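Leaving out libraries moved counts of genes more than any choice of tool or scaling. With no library left out, genes called ranged from 862 with filterByExpr to 1040 with DESeq2, genes higher over 2-fold from 543 with limma on log2(TPM + 1) to 711 with DESeq2, and genes lower over 2-fold from 30 with limma to 43 with no filter. No scaling moved the median of all genes by more than 0.1 or the share of higher calls by more than 10 percentage points. Of the 655 higher genes, 618 were also called over 2-fold higher by DESeq2 and 473 by limma. The ratio of mean TPM, which kept the edgeR adjusted p, gave 658 higher and 38 lower genes. It gave 655 and 38 after rRNA was left out, a setting chosen after seeing the data.

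When 1 library was left out, genes called ranged from 452 to 743, genes higher over 2-fold from 363 to 584 and genes lower over 2-fold from 21 to 28. Genes called higher at any size ranged from 410 to 672 and genes called lower from 42 to 105. The lowest value of each of these counts came without Bon GLKD replicate 3. Part of this is the alternative's own construction, since the filter on 5 libraries left untested 84 of the 655 higher genes without any Bon GLKD library and 7 of the 38 lower genes without any control. With the features of the fit on 6 libraries kept, chosen after seeing the data, genes called ranged from 510 to 743, genes higher over 2-fold from 366 to 579 and genes lower over 2-fold from 25 to 31. In that setting, genes called numbered 544, 516 and 510 without Bon GLKD replicate 2, Bon GLKD replicate 3 and control replicate 3, and higher genes 417, 415 and 366. Lower genes numbered 25 without Bon GLKD replicate 2. Fewer samples also lower the power of the test. The remaining cause was not tested.

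Transposon consensuses higher over 2-fold numbered between 5 and 9 in every setting. Those lower over 2-fold numbered 4 with DESeq2, 0 with limma, 0 with transposons tested alone, and between 1 and 3 without 1 library, and the cause was not tested. The median log2 fold change over the consensuses, recomputed by alternatives chosen after seeing the data, lay between -0.29 and -0.09 with all libraries. Without 1 library it ranged from -0.36 to 0.04, and the 0.04 came without control replicate 2. The replicate SD of this measure was 0.23. The cause was not tested. When internal and LTR consensuses were summed, chosen after seeing the data, 5 were higher and 2 lower. *bon* kept its direction and its call in every setting run, between -2.54 and -2.24, and the count of study genes called was 6 or 7.

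The gene list results depended on the test. For antimicrobial immunity the estimated correlation gave an adjusted p of 0.06. For fat body it gave 0.319 and fry 0.0745, for gut 0.539 and 0.324, and for yolk protein 0.425 and 0.0778. filterByExpr gave 0.0808 for gut. Without 1 library, gut ranged from 0.0487 to 0.0645. Library totals gave lower values than the 0.0325 and 0.000228 reported, 0.0217 for gut and 0.00012 for fat body, as did the replicate block. Ecdysone response, not called with all libraries, ranged from 0.0467 (without control replicate 3) to 0.718, and late oogenesis germline from 0.0459 (without control replicate 2) to 0.473. Eggshell follicle ranged from 0.0112 to 0.916 and changed direction to downward at 0.0112, without control replicate 1. The cause was not tested. Muscle and hemocyte were called in every setting run. Gut had too few fitted genes for a test without a Bon GLKD library, since its genes entered only through the Bon GLKD libraries.

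Genes at 0 in the controls numbered 1 with a minimum of 10 counts, and between 10 and 17 without 1 library, which relaxes the criterion by construction. The share of higher genes under 1 TPM became 30.5% at 0.5 TPM and 64.3% at 2 TPM, as the threshold sets, and ranged from 35.1% to 49.7% without 1 library. Leaving out a Bon GLKD library removes genes absent from the controls from the test, which lowers this share. The chromosome 3 share of lower genes lay between 57.1% and 69.4% without 1 library and kept its side of the threshold there, with DESeq2 size factors (59.4%) and with filterByExpr (59.7%).

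Of the 46 called features named besides *wde*, 22 were tested and called without each library in turn, 19 lost the call without at least 1 library, and 5 kept it wherever they were tested. Of 413 values of the named features besides *bon* with all libraries, 17 lost a call, and of 225 values without 1 library, 60 did. The 413 include 44 by the ratio of mean TPM, which could not lose a call. No named feature changed sign in these settings.

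The replicate numbers were not treated as pairing the libraries. Deviations from group means of same-numbered libraries correlated at 0.247, 0.285 and 0.091 over 6945 genes. Those of differently numbered libraries correlated between -0.339 and 0.154. A pairing of the libraries by number therefore stays open. With the replicate block, 994 genes were called, 790 of them higher and 204 lower, 591 were higher and 39 lower over 2-fold, *bon* stood at -2.42, 6 transposon consensuses were higher and 3 lower over 2-fold, and the chromosome 3 share of lower genes was 55.9%. *BomS1* (0.073) and *Def* (0.0529) were no longer called. The block gave an adjusted p of 1.26e-05 for gut, 4.31e-08 for fat body and 0.00146 for yolk protein, each below its value without the block, and 1.66e-05 for antimicrobial immunity.

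Depth limits the low genes. A library's floor of 3 counts lay between 0.289 and 0.458 CPM, and folds against groups of 0 to 3 counts are bounds or wide intervals for that reason.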

Other observations

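The tests in this part were chosen or their predictions written after the results were seen, except the count of gene lists over other splits of the libraries. The Fisher test of the chromosome 3 share of lower and of higher genes had itself been planned. For the muscle, ovarian soma, fat body and transposon silencing tests the criterion was also changed after a first value had been seen. A fixed limit had first put the ovarian soma median on the side of germ cell loss, the criterion of the fat body test was changed more than once, the transposon median had first been read as against a general loss, and the muscle spread had first been taken over called genes only.

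In the ratio of mean TPM, TIRANT_I rose 39.5-fold and 3 transposon consensuses rose over 6-fold. That is higher than the study reported. TIRANT_I, TIRANT_LTR and HMSBEAGLE_I were these 3. TIRANT_I held between 2.21 and 6.77 TPM in the controls and between 163 and 198 TPM in Bon GLKD. Scaling by genes is argued against, since the change was 5.50 with transposons scaled and tested alone. Sharing of reads with related consensuses is argued against, because the internal and LTR parts both rose and the largest fall of any consensus amounted to 13.6% of the rise of TIRANT_I. A general loss of transposon silencing stays open. The median over 134 consensuses was -0.23 (replicate SD 0.23) and 0.04 without control replicate 2, with 48 above 0 and 86 below with all libraries, so the members went both ways and the median decides nothing. Of the 13 called, 10 were higher and 3 (TART-A, HETA and Gypsy1-I_DM) lower. More TIRANT copies in the Bon GLKD genotype cannot be told apart from an effect of the knockdown. The controls held at most 6.77 TPM, which both allow, and genotype is confounded with group.

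The calls were set against other splits of the libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes called, 1 as many genes higher over 2-fold, 1 as many lower, and 1 as many transposon consensuses in either direction, the real one each time. Since 10 splits cannot give a share under 0.1, chance cannot be excluded by this count. By edgeR, the other 9 splits gave 0 genes called and 0 consensuses over 2-fold, against 900 and 8 in the real split. At an unadjusted p under 0.05 they gave between 42 and 531 genes, against 1998, and between 0 and 10 consensuses, against 36. In the other splits a difference between the real groups adds to the spread within each side, which lowers their calls by construction. No other tool was run on these splits. For the gene lists, 4 of the 10 splits gave at least as many lists past an adjusted p of 0.05 by camera as the 6 of the real split. The highest other split gave 9. Every other split still divides the real groups unevenly, so lists that truly differ can be called there as well. The count therefore cannot decide, and chance is not excluded for the number of lists called by camera. By fry, the real split gave 3 lists and every other split at most 1.

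A chromosome 3 that differs between the groups may account for part of the decreases and of the increases under 2-fold. The excess of lower genes on chromosome 3 (p 0.000268) is what such a difference would give. It was present among genes lower over 2-fold as well, at 63.2% (Fisher p 0.013, adjusted p 0.0217). Genes called higher by less than 2-fold showed it too, with 54.2% on chromosome 3 (Fisher p 0.0114, adjusted p 0.0217). It is not a candidate explanation for the genes higher over 2-fold as a whole, of which 44.1% lay on chromosome 3 against 42.5% of genes not called. Single genes on chromosome 3, such as *e*, stay open. A share of lower genes that differs by chromosome through Bonus itself was not tested.

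Digestive enzyme genes were far higher in Bon GLKD replicate 3 than in the other Bon GLKD libraries. The median over the 7 fitted gut genes of TPM in replicate 3 over the mean of the other two (with 0.1 added) was 22.3, with the 7 genes between 16.8 and 28.7. The same median was at most 1.24 in any other list. This is what gut tissue carried along in that library would give, and it is a candidate explanation for the height of these genes there. In part the median restates the pattern, since *alphaTry*, *Jon99Cii*, *Jon65Aiii* and *LysD*, already seen to be high there, are among the 7 genes. Listed gut genes that were not fitted were not examined. A stronger knockdown in that library is argued against, since the median over the study genes besides *bon* was 1.04 and *bon* stood at 11.3 TPM against 8.02 and 11.5 TPM. The genes were also present in Bon GLKD replicates 1 and 2, at 23.2 and 3.19 TPM for *alphaTry*, which stays open between a smaller carry-over and an effect of the knockdown.

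*Lsp2* and *Lsp1beta*, chosen after their values were seen, were highest in replicate 2 of both groups. *Lsp2* stood at 0.142, 7.64 and 1.37 TPM in the controls and 5.56, 184 and 13.3 TPM in Bon GLKD, and *Lsp1beta* at 0.29, 6.75 and 2.19 and at 4.03, 110 and 12.3 TPM. Neither was called (adjusted p 0.0993 and 0.113). Fat body carried along in the libraries numbered 2 stays open. The median ratio of the fat body list in replicate 2 over the mean of the other two was 1.81 in the controls and 1.19 in Bon GLKD. In the controls, 10 of the 13 genes were above 1, with ratios from 0.665 to 9.04 (SD 1.32 on the log2 scale). In Bon GLKD, 7 of the 13 were above 1, with ratios from 0.557 to 19.4 (SD 1.57), so there the members went both ways and the median of 1.19 decides nothing. Other sources of this pattern were not tested.

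The muscle genes rose to a similar extent. The SD of log2 fold changes over the 23 fitted genes was 0.55, against a median of 1.65 and a lowest value of 0.51 in 10000 random sets of genes called higher and matched on mean TPM. A larger share of muscle in the dissected tissue is a candidate explanation that predicts this, since the ovary is wrapped in muscle sheaths. A common regulator activated in germ cells would give a uniform rise as well, and was not tested. Fewer germ cells raising every somatic type alike is argued against, since ovarian soma genes had a median of 0.57 (SD 0.46) against 1.80 for muscle, further apart than the spread of either list. Of the 12 soma genes fitted, 3 (*Fas3*, *ptc* and *dally*) were called higher and values ran from -0.10 to 1.60. Some germ cell loss may contribute to the rise of that list by 0.57. *vas*, a germ cell gene chosen after its value was seen, changed by -0.09 (SE 0.10, adjusted p 0.63, edgeR). Such values are relative to the other RNA of a library, so *vas* does not decide whether germ cells were lost. The study reported germ cell death after this knockdown by TUNEL staining. A loss of germ cells that changed somatic types unequally was not tested.

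rRNA took a larger share of control replicate 3 than of the other libraries, at 5.794% of counts and 3.03% of TPM. Its lowering of TPM moved few genes across the 2-fold line. By the ratio of mean TPM, 655 genes were higher over 2-fold without rRNA and 658 with it. Calls could not change in this check, since the ratio settings kept the edgeR adjusted p. The satellite consensus HETRP_DM had 184 counts in control replicate 2 and between 5 and 11 in the other libraries. No explanation was tested for it.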
